A study of Xenopus laevis with 40 samples.

How the data were processed

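RNA was measured by bulk RNA sequencing in animal cap explants of Xenopus laevis, tissue taken from the animal pole of the embryo that becomes a mucociliary epidermis in culture. Per the labels' protocols, embryos received 4 injections at the four-cell stage, explants were made at stage 8, and unstranded poly-A libraries were sequenced in 2 paired-end runs that each held every sample. The labels give 100 ng/ul of each mRNA, 120 ng/ul for nicd mRNA, and 3 pmol of morpholino. The 40 libraries form 20 groups of 2, from 5 treatments at 4 stages (Nieuwkoop and Faber stages 10.5, 16, 25 and 32). The replicate number marks the experiment, each from another female and fertilization per the labels, so it pairs samples across treatments and stages.

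The deposited files of the single libraries hold raw counts per gene, and per the file headers the authors mapped the reads with RNA STAR. The counting tool, the genome build and the annotation are not stated, nor how reads that map to several places were treated, so no coordinates are given. X. laevis carries related L and S copies of many genes, and values of such copies are uncertain wherever reads could be shared between them. All 40 libraries list the same 51017 gene IDs. A table deposited by the authors pairs 48349 of the IDs with symbols, which are used here as written. Of notch1 it lists the S copy alone.

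The authors also deposited 19 result tables without a header line, whose 7 columns follow the order in which DESeq2 writes them. The first value column, a mean over libraries, was not used here. The next columns deposited by the authors are a log2 fold change and its standard error in log2 units, a score (the Wald statistic), a p-value and an adjusted p-value. Rerunning DESeq2 on the 4 libraries of each comparison, with the group as the only term and a prior on the fold changes, gave the same p-values and the same shrunken log2 fold changes for 100% of genes in each of the 19 tables. No block for the experiment therefore entered the authors' fits. These tables are described only, and no call rests on them.

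Total counts ranged from 20.2 M to 99.4 M per library, with a median of 36.3 M. Counts of the libraries of a group varied beyond counting error, with a chi-square per degree of freedom from 48.3 to 130.0. Intervals and floors given below cover counting error only, since reads without molecular identifiers are not independent molecules. The floor is 3 counts in place of a count of 0, and a ratio against a group at 0 is given as a lower bound at that floor. Intervals of ratios and shares are 95% exact binomial (Clopper-Pearson) intervals.

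Before the data were examined, the tests, the gene sets, the rule for naming genes and all alternatives except those named as added were fixed. Genes were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, on raw counts with TMM factors and the filterByExpr defaults (a minimum count of 10 and a minimum total of 15). One fit of all 40 libraries with 20 groups and no block left 20 residual degrees of freedom, and 31648 genes were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes of its comparison. There were 23 comparisons: each of the 4 injected groups against the uninjected control of its stage, suh-dbm with dnmcidas against suh-dbm alone at each stage, and 3 steps between successive control stages. For 5 treatment contrasts, a further test asked whether the effect at stage 32 differed from that at stage 10.5.

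The 7 gene sets, chosen from general knowledge of epidermal cell types, were tested with fry of limma 3.58.1 on voom-transformed counts in the same design. Adjusted p-values of sets are Benjamini-Hochberg values over 161 tests (35 for stage dependence). The sets hold 30 tested copies of Notch targets, 20 of regulators of multiciliated cells (MCCs), 32 of motile cilium genes, 31 of ionocyte genes, 12 of small secretory cell genes, 14 of goblet cell genes and 13 of basal cell genes. Injected or targeted genes (rbpj, notch1, mcidas, foxa1) stay out of every set. Values of a single experiment are log2 ratios of counts per library total (CPM, TMM-scaled) with a prior count of 2, without a test.

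The rule for naming genes has 3 parts. The first takes the injected or targeted gene of each treatment. The second takes 9 genes (gmnc, foxj1, foxi1, foxa1, tp63, itln1, dll1, hes4, nrarp), as 16 copies, at the stage with the most calls of each treatment contrast. The third takes, at that stage and for the control steps, up to 2 genes per direction with the largest log2 fold change among called genes with a mean log2 CPM over all libraries of at least 3, the same sign in both experiments and a proper symbol. The report does not name every gene that the rule selects. CPM of single genes are raw counts over library totals, given as mean ± SD of 2 libraries, and ± beside a log2 fold change is its standard error.

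Whether the numbers pair the samples was checked from each library's deviation from its group mean. The deviations of same-numbered libraries of a stage correlated across genes at r from 0.463 to 0.653 at stage 10.5, 0.166 to 0.494 at stage 16, 0.246 to 0.487 at stage 25 and 0.358 to 0.613 at stage 32, over 10 pairs at each stage. A fit with the experiment as a replicate block within each stage is therefore given wherever it changes a call or moves a count by over 1.5 times.

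Alternatives were RLE size factors, every gene with at least 1 count (45817 genes), genes with a mean of at least 10 counts (25681 genes), the DESeq2 1.42.0 Wald test on all libraries, the 4 libraries of a comparison alone, the replicate block, and the injected and targeted genes left out. For sets, camera with its preset correlation of 0.01, L and S copies summed, and each experiment alone were added to the scaling, filter and block. A further 2 alternatives were chosen after seeing the data: every library thinned to the smallest total, and a dataset number in the file headers as a term. That number, 604 or 630, is carried by 20 libraries each, differs within 18 of the 20 groups, and follows the experiment number except for 2 libraries of each experiment. Its meaning is not stated.

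The edgeR test was tested on simulated data with 200 changed genes among 31648. It recovered 41% of them for suh-dbm against control at stage 25, 42% for nicd at stage 16 and 43% for the control step to stage 32, with 3, 3 and 2 false calls. Of genes changed 2-fold it recovered 6.06%, 3.03% and 4.55% in these simulations, against 73.1%, 79.1% and 73.1% of genes changed 8-fold. The DESeq2 alternative, on simulated data for suh-dbm at stage 25, recovered 53% with 21 false calls. For the same comparison, fry gave a set of 31 genes raised by 1 log2 unit a mean of 1.03 and an adjusted p of 4.9e-06, and called 0 other sets. That adjustment covered the 7 sets of this comparison alone. Genes were drawn independently, so this simulation does not show how fry performs where the members of a set are correlated. Correlations between treatments that share their controls were compared with 10 simulated data sets without treatment effects.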

Results

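The data are gene counts of 40 bulk RNA-seq libraries from animal cap explants of Xenopus laevis, the embryonic tissue that forms the mucociliary epidermis of the tadpole. Explants were left uninjected or came from embryos given suh-dbm mRNA (a DNA-binding mutant of the Notch effector Su(H), used to block Notch signalling), suh-dbm together with dnmcidas mRNA (dominant-negative multicilin, against the multiciliated cell program), nicd mRNA (the intracellular domain of Notch, used to raise Notch signalling), or a start-codon morpholino against foxa1. Each of the 5 treatments was sampled at the Nieuwkoop and Faber stages st10.5, st16, st25 and st32, with 2 libraries per group from 2 experiments. Total counts were 25.9 M to 99.4 M in the 8 uninjected libraries (median 54.9 M) and 20.2 M to 60.8 M in the 32 injected libraries (median 35.0 M). Between 28935 and 35007 genes had at least 1 count in a library. The deepest library was the uninjected control of st16 in experiment 1 (99.4 M) and the shallowest was suh-dbm at st10.5 in experiment 2 (20.2 M). The 10 most abundant genes took 4.16% to 15.9% of the counts of a library.

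The injected or targeted genes were examined in every library to check the labels. The S copy of rbpj (gene37954), the gene of Su(H), had 39386 ± 2375 CPM (SD, n = 2) with suh-dbm at st10.5 and 13.7 ± 3.57 CPM in uninjected explants. At that stage it took 3.77% and 4.11% of all counts in the suh-dbm libraries, and 4.25% and 2.67% in those with suh-dbm and dnmcidas. Its level with suh-dbm fell to 1619 ± 836 CPM at st16, 201 ± 234 at st25 and 67.5 ± 86.1 at st32, where the experiments differed widely (6.66 CPM in experiment 1 and 128 CPM in experiment 2). The uninjected means at these stages were 5.38, 4.85 and 4.35 CPM. With suh-dbm and dnmcidas rbpj.S was at 34589 ± 11197, 1659 ± 45.4, 226 ± 206 and 71.1 ± 87.6 CPM at the 4 stages. The S copy of mcidas (gene49198) was at 4371 ± 242, 1931 ± 463, 746 ± 284 and 188 ± 64.7 CPM there, against 2.20 ± 2.12, 198 ± 64.2, 1.77 ± 0.0129 and 0.0769 ± 0.0551 in controls. With nicd, notch1.S (gene49280) was at 14383 ± 6250, 4339 ± 3160, 608 ± 260 and 237 ± 201 CPM, against 138 ± 4.60, 67.1 ± 5.87, 42.9 ± 9.23 and 11.6 ± 0.310 in controls. All 24 injected libraries concerned lay above both controls of their stage for these genes. The counts do not tell injected from endogenous transcripts. The L copy of rbpj (gene15180) was at 52.7 ± 1.15 CPM with suh-dbm at st10.5 and 27.7 ± 2.12 in controls (log2 fold change 0.91 ± 0.33, edgeR adjusted p 1), and reads of the injected S transcript may have entered it. The st32 controls of mcidas.S had 2 and 3 counts.

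The mcidas.L copy (gene2402), which has no such rise, fell by 9.37 on the log2 scale (± 1.64 SE) with suh-dbm and dnmcidas at st16, from 113 ± 33.5 to 0.162 ± 0.229 CPM (edgeR adjusted p 0.000475). The foxa1 morpholino targets translation, and the foxa1 transcripts did not fall detectably. At st16 foxa1.L (gene2352) was at 14.8 ± 12.8 CPM with the morpholino and 15.5 ± 2.27 in controls, and foxa1.S (gene13000) at 16.2 ± 11.1 and 29.5 ± 23.9 CPM. The edgeR adjusted p of both copies was 1 at all 4 stages, and the log2 fold changes lay between -0.94 and 1.35. The RNA therefore gives no check of the morpholino labels.

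**Figure D1:**
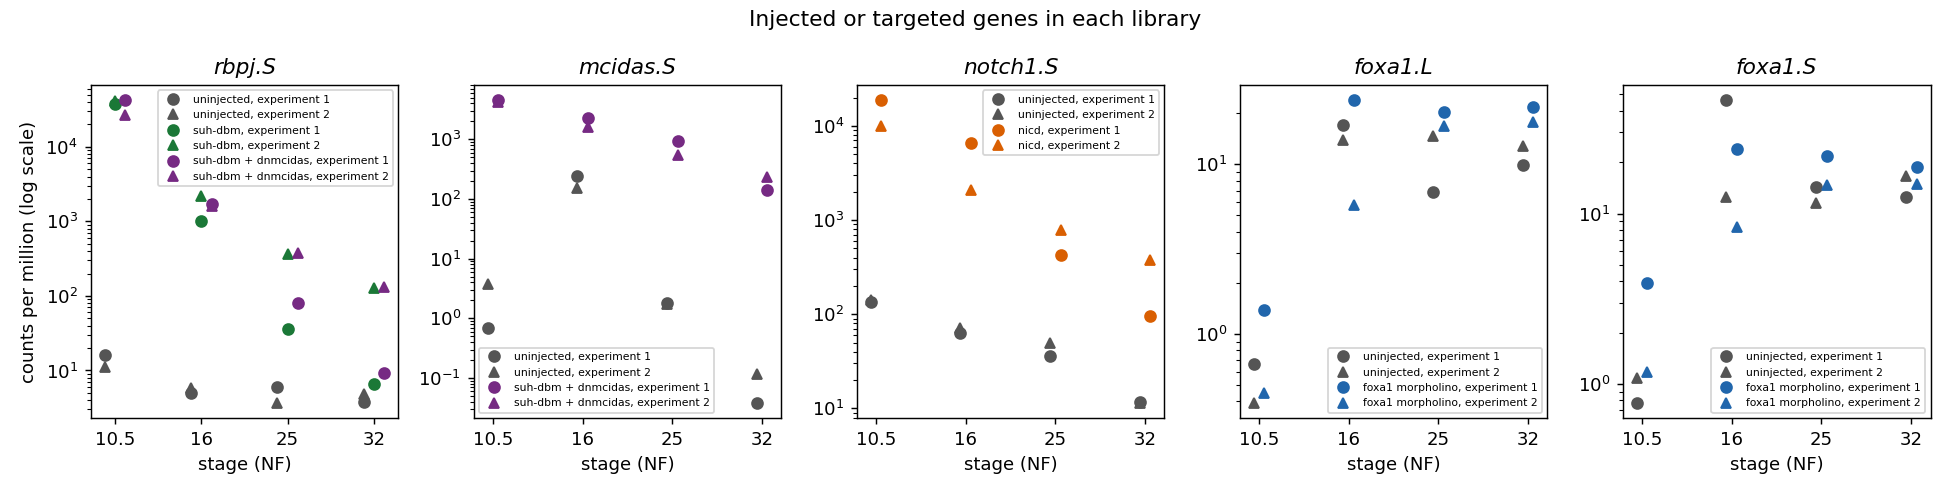
CPM (log scale) of the injected or targeted genes at each stage (on the x axis), 1 point per library, circles for experiment 1 and triangles for experiment 2. The rbpj.S, mcidas.S and notch1.S counts of the injected libraries lie above those of the controls at every stage and decline with stage, and foxa1.L and foxa1.S overlap between morpholino and control at st16.

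The comparison of suh-dbm with uninjected explants asks which genes respond when Notch signalling is blocked. It gave 1, 1, 0 and 0 called genes of 31648 at st10.5, st16, st25 and st32 (edgeR), with an unadjusted p under 0.05 for 625, 671, 1124 and 810 genes. The called gene was rbpj.S itself at st10.5 and at st16. At st25 its edgeR adjusted p was 0.242, and 0.0234 with the replicate block. Log2 fold changes of the experiments correlated across genes, which are not independent replicates, at r = -0.01, 0.06, 0.21 and 0.18. With the replicate block the counts were 5, 4, 138 and 81, the alternative that moved them most, and 121 of the 138 and 80 of the 81 were higher with suh-dbm. In simulated data for st25 the test recovered 41% of 200 changed genes but 6.06% of those changed 2-fold, so the few calls do not rule out changes of that size. Of the 9 genes fixed in advance (16 copies), 0 copies were called at st10.5 and 0 at st16 over all genes tested, and likewise 0 and 0 when adjusted over the list alone. The unadjusted p was under 0.05 for 0 copies at st10.5 and for 1 at st16, hes4.L (gene19742), with 65.4 ± 13.6 against 118 ± 31.3 CPM and a log2 fold change of -0.91 ± 0.34.

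The gene sets moved more clearly than single genes. Against controls, the ionocyte set was higher with suh-dbm by a mean log2 fold change of 0.80 at st16 (adjusted p 0.0392, fry of limma), 1.25 at st25 (0.000254) and 1.35 at st32 (0.000176), with 5, 2 and 0 of its 31 members lower. The mean was above 0 in each experiment alone at these stages. The basal set was lower by -0.78 at st25 (adjusted p 0.0381, 12 of 13 members lower). That call was lost with every gene of at least 1 count (adjusted p 0.0578) and with L and S copies summed (0.0586). Notch targets were lower by -2.19 at st16, in 24 of 30 members, but missed the threshold (adjusted p 0.122). They passed it with the replicate block (0.00654), with the header dataset number as a term (0.0129) and with every gene of at least 1 count (0.0497). In 7 members 1 of the groups had 0 counts, and the median log2 ratio of the set with such members put at the floor was -2.02. The means of Notch targets at st10.5, st25 and st32 were 0.50, 0.22 and -0.56, with 11, 11 and 22 of 30 members lower. The fry adjusted p was 0.948, 0.986 and 0.986. Camera with a preset correlation called 8 set tests for suh-dbm where fry called 4.

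The comparison of suh-dbm and dnmcidas with uninjected explants asks what changes when Notch and multicilin are both blocked. It gave 4, 1303, 1770 and 868 called genes at the 4 stages. Of these, 2, 126, 423 and 140 were higher, and 2, 1177, 1347 and 728 lower. The call of rbpj.S at st32 was near the threshold (edgeR adjusted p 0.0459) and was lost with the replicate block (0.0540). All calls had the same sign in both experiments, and the fold changes of the experiments correlated across genes at r = 0.13, 0.67, 0.73 and 0.59. The replicate block gave 48, 3364, 5586 and 2063 calls, of which 6, 1060, 2381 and 788 were higher, so that lower calls outweighed higher ones less from st16 on. The 4 genes of st10.5 (named after their values were seen) were rbpj.S, mcidas.S, mcm6.2.S (gene18353), at 8.14 ± 0.486 against 25.3 ± 2.07 CPM, and lbr.S (gene7184), at 16.3 ± 4.20 against 45.8 ± 2.31 CPM. With the injected and targeted genes left out, 0 genes were called at that stage. Under RLE size factors 3 were called, 2 higher and 1 lower.

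Stage 25 had the most calls. There irx1.L (gene15741) was at 15.4 ± 14.4 CPM against 0.269 ± 0.187 in controls (log2 fold change 5.50 ± 0.79, edgeR adjusted p 2.7e-05) and crx.L (gene12082) at 3.55 ± 0.581 against 0.0919 ± 0.000955 CPM (4.97 ± 1.18, 0.0116). Both genes with the largest falls had 0 counts in the injected libraries. The gene spata18-like.S (gene19345) was at least 2633-fold lower, from 175 and 123 CPM, and lrrc36.L (gene18228) at least 1055-fold lower, from 63.7 and 59.1 CPM. Of the 16 listed copies, 2 were called over all genes tested, foxj1.S (gene878) and foxj1.L (gene37129), and 6 when adjusted over the list alone. The foxj1.S copy fell from 62.5 ± 5.10 to 0.165 ± 0.233 CPM (adjusted p 1.3e-05). The foxj1.L copy had 1 count in the injected libraries and 2412 in controls, a ratio of 1137 with an interval from 204 to 44918. The further copies past the threshold over the list alone were foxa1.L and itln1.L, lower by -2.56 and -1.77, and dll1.L and nrarp.S. The last copies were higher, by 2.29 and 1.38, though nrarp.S is a member of the Notch target set. The same 6 copies were called over all genes with the replicate block.

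Among the sets, MCC regulators were lower with suh-dbm and dnmcidas by -4.26 at st16 (adjusted p 2.9e-08, fry), -2.82 at st25 (0.000225) and -1.38 at st32 (0.0176), in 19, 16 and 15 of 20 members. Motile cilium genes were lower by -5.01, -6.06 and -4.37 (adjusted p 1.4e-07, 1.5e-07 and 3.0e-07), in 32, 31 and 30 of 32 members. Ionocyte genes were higher by 0.98, 1.01 and 1.18 (0.0105, 0.00384 and 0.00192), with 5, 4 and 4 of 31 members lower. The size at st32 differed between experiments 1 and 2, at 1.59 and 0.71 for ionocyte genes and -3.53 and -5.07 for motile cilium genes. The goblet set was lower at st25 by -0.98 (0.0233, 11 of 14 members). At st10.5 no set passed the threshold for this comparison.

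The comparison of suh-dbm and dnmcidas with suh-dbm alone asks what dnmcidas adds when Notch is already blocked. It gave 2, 1025, 1900 and 924 called genes, of which 1, 69, 663 and 190 were higher. With the replicate block there were 43, 2384, 5410 and 2264, of which 13, 834, 2509 and 904 were higher. The genes of st10.5 (named after their values were seen) were mcidas.S, which was higher, and mcm6.2.S, which was lower by -1.76 ± 0.28. At st25 crx.L was at least 88.4-fold higher than the 0 counts of suh-dbm, spata18-like.S at least 2377-fold lower and lrrc36.L at least 810.6-fold lower. The listed copies gave 2 calls over all genes tested, again foxj1.S and foxj1.L, and 4 when adjusted over the list alone. The further copies were itln1.L and dll1.L, which the replicate block also called over all genes (adjusted p 0.0320 and 0.0255, against 0.0798 and 0.113 without it). MCC regulators were lower by -4.03, -3.04 and -1.78 at st16, st25 and st32 (adjusted p 7.2e-08, 5.6e-05 and 0.0021, fry), in 19, 17 and 16 of 20 members. Motile cilium genes were lower by -4.80, -6.34 and -4.50 (2.2e-07, 1.0e-07 and 2.2e-07). The ionocyte set did not pass the threshold at any of the 4 stages in this comparison.

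The comparison of nicd with uninjected explants asks which genes respond to raised Notch signalling. It gave 17, 3144, 3894 and 1844 called genes at the 4 stages. Of these, 13, 859, 1648 and 562 were higher and 4, 2285, 2246 and 1282 lower. The sign was the same in both experiments for 17, 3138, 3893 and 1841 of them, and the experiments correlated across genes at r = 0.23, 0.70, 0.78 and 0.72. The replicate block gave 96, 7075, 8665 and 4799 calls, of which 69, 2927, 4273 and 2062 were higher. At st25 hes5.1.L (gene18133) had 5592 counts in the nicd libraries and 2 in controls, a ratio of 4110 with an interval from 1137 to 33948. Its level was 142 CPM in experiment 1 and 19.2 CPM in experiment 2. The hes5.1.S copy (gene37268) was at 139 ± 153 CPM against 0.0923 ± 0.066 in controls (log2 fold change 10.44 ± 1.30, edgeR adjusted p 5.4e-06). With 0 counts in the nicd libraries, gas2l2.L (gene3392) was at least 1094-fold lower and c1orf158.L (gene1092) at least 538.5-fold lower.

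Of the listed copies, 7 were called with nicd at st25 over all genes tested, and 7 when adjusted over the list alone. Lower were foxj1.S by -6.01, foxj1.L by -5.98, foxi1.L by -7.34, foxi1.S by -7.60 and itln1.L by -2.61. Higher were hes4.L by 1.24 and nrarp.S by 3.50, the latter at 639 CPM in experiment 1 and 129 CPM in experiment 2 against 34.7 ± 1.82 in controls. The foxi1.L and foxi1.S copies had 0 counts in experiment 1, and 48 and 26 counts in experiment 2.

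Notch targets were higher with nicd by 3.86, 2.75 and 4.84 at st10.5, st16 and st25 (adjusted p 0.000117, 0.000197 and 6.9e-05, fry), with 7, 5 and 5 of 30 members lower. At st32 they were higher by 2.25 without passing the threshold (0.173). MCC regulators were lower by -3.94, -2.74 and -2.19 at st16, st25 and st32 (2.9e-08, 0.000353 and 0.00179). Motile cilium genes were lower by -3.91, -5.72 and -6.00 (3.6e-07, 1.0e-07 and 2.1e-07) and ionocyte genes by -4.31, -5.76 and -6.12 (2.0e-05, 3.0e-07 and 2.5e-07). These covered 31, 32 and 32 of 32 and 27, 29 and 29 of 31 members. The basal set was higher by 1.15, 0.92 and 0.59 (0.00127, 0.00421 and 0.0224). The last of these calls was lost with every gene of at least 1 count (0.0694).

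**Figure D2:**
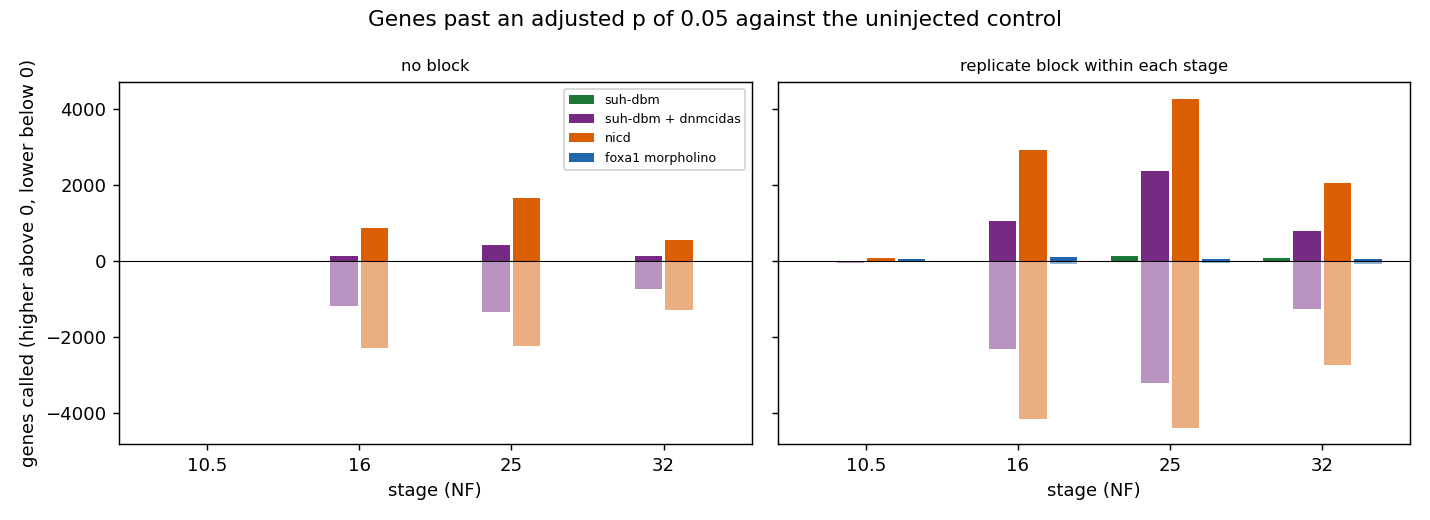
Number of genes (y axis) with an edgeR adjusted p under 0.05 against the uninjected control of the same stage (x axis), higher genes above 0 and lower genes below, for each injected group. The left panel shows the fit without a block and the right panel the fit with the replicate block, in which for example nicd at st25 has 8665 calls in place of 3894.

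The comparison of the foxa1 morpholino with uninjected explants asks which genes depend on Foxa1, a transcription factor of small secretory cells. It gave 5, 14, 9 and 4 called genes, of which 4, 13, 4 and 2 were higher, and the experiments correlated across genes at r = 0.07, -0.03, 0.17 and 0.20. The replicate block gave 72, 192, 123 and 153, of which 52, 108, 64 and 65 were higher. At st16 higher genes were thus 92.9% of the calls without the block and 56.2% with it. At st16 gpi.S (gene15232) was at 34.0 ± 11.1 CPM against 3.42 ± 0.722 (log2 fold change 3.22 ± 0.37, edgeR adjusted p 0.000152) and got2.S (gene11487) at 14.5 ± 6.67 against 3.55 ± 0.561 (1.96 ± 0.29, 0.00283). The lower gene was uso1.L (gene36430), at 57.4 ± 2.76 against 121 ± 26.8 CPM (-1.12 ± 0.20, 0.0209). The genes of st10.5 (named after their values were seen) were ndrg4.S (gene13214), ppp1cc.L (gene18912), LOC108705671 and LOC108705673, which were higher, and psenen.S (gene4678), which was lower. At st10.5 controls had 0.529 ± 0.194 CPM of foxa1.L and 0.924 ± 0.216 CPM of foxa1.S, so the target was barely transcribed. The calls of that stage may thus not reflect a loss of Foxa1. Under RLE size factors 6 genes were called at that stage, 6 higher and 0 lower. Those of st32 (named after their values were seen) were LOC108701228 and LOC108705673, higher, and aqr.L (gene42408) and LOC108704637, lower. Of the listed copies, 0 were called at st16 over all genes tested and 0 when adjusted over the list alone. The gmnc.S copy had 0 counts with the morpholino and 2 in controls, and the log2 fold changes of the others lay between -0.94 and 1.01.

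None of the 28 set tests of the morpholino (7 sets at 4 stages) passed the threshold, and 0 had an unadjusted fry p under 0.05. The small secretory cell set had mean log2 fold changes of 0.05, -0.49, -0.46 and -0.18 at the 4 stages, with 5, 9, 6 and 6 of 12 members lower. At st25 the median log2 fold change of its members was 0.08. Between successive control stages the set did not rise detectably (means of -0.08, 0.05 and -0.35, fry adjusted p 0.986, 0.986 and 0.982). The set may therefore not track small secretory cells in these explants, and its test cannot tell whether such cells were lost. Motile cilium genes were lower in 31, 31 and 29 of 32 members at st16, st25 and st32, by -0.56, -0.47 and -0.28, with adjusted p of 0.273, 0.327 and 0.856. Camera called these 3 tests, and fry, which takes the correlation between genes from the data, called none of them. At st16 the experiments alone gave means of opposite sign for this set.

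**Figure D3:**
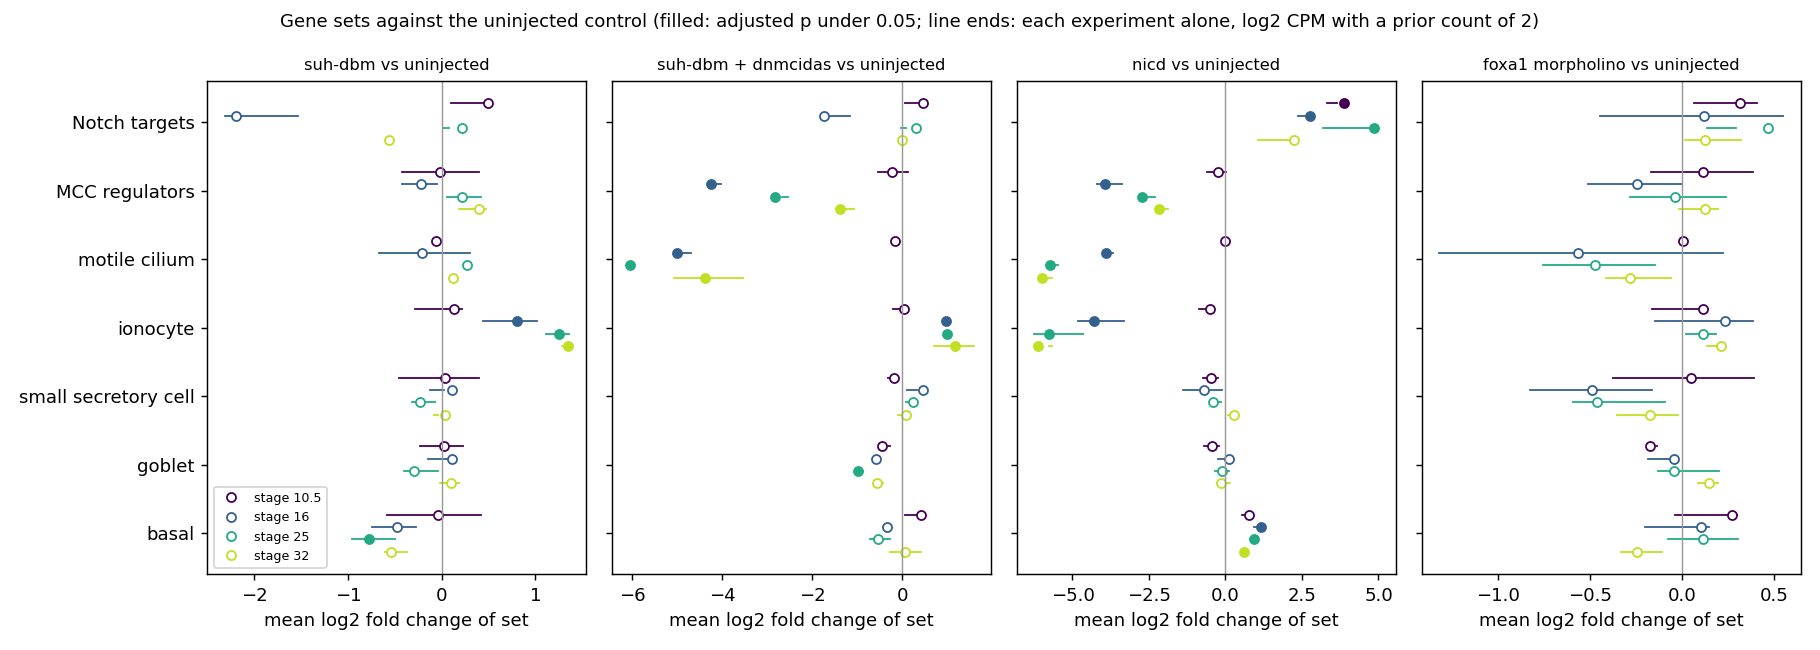
Mean log2 fold change (x axis, scaled apart in each panel) of the 7 gene sets (y axis) for each injected group against the uninjected control, 1 colour per stage. Filled points have a fry adjusted p under 0.05, and line ends show each experiment alone on log2 CPM with a prior count of 2, which shrinks low counts so that points can lie outside the lines. The motile cilium points of nicd lie at -3.91, -5.72 and -6.00 from st16 on, and no point of the foxa1 morpholino is filled.

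The steps between control stages describe how the uninjected tissue changed. From st10.5 to st16, 14189 genes were called (7033 higher, 7156 lower), from st16 to st25, 6923 (3316 higher, 3607 lower), and from st25 to st32, 455 (178 higher, 277 lower). For the later steps the block gave 12298 (5981 higher, 6317 lower) and 4160 (2122 higher, 2038 lower). In the first step cldn1.L (gene17066) rose at least 2538-fold and odf3.L (gene10247) at least 1310-fold from 0 counts, while sp5l.S (gene4776) fell by 8.28 and ccnb1.S (gene50752) by 7.85 on the log2 scale. In the next, lum.L (gene511) rose at least 654-fold and egfl6.S (gene7259) at least 558-fold, and pou5f3.2.S (gene9523) fell by 7.26 and pou5f3.2.L (gene94) fell by 7.17. In the last, pck1.S (gene18590) rose by 10.76 and pck1.L (gene14419) by 4.64, while elavl3.L (gene10786) was at least 49.2-fold and ppp2r2b.S (gene6538) at least 34.2-fold lower. MCC regulators, motile cilium, ionocyte, goblet and basal sets rose from st10.5 to st16, by 2.87, 4.12, 4.51, 3.58 and 1.79. The basal call was lost with camera (adjusted p 0.148). From st16 to st25, Notch targets fell by 2.84 and MCC regulators by 2.09, and ionocyte and basal genes rose by 1.61 and 1.39. From st25 to st32 MCC regulators fell by 1.45 (fry adjusted p 0.0452), a call lost under RLE size factors (0.0569), with every gene of at least 1 count (0.0550), with every library thinned to the smallest total (0.0705) and with the header dataset number as a term (0.0506).

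Whether the effects differed between st32 and st10.5 was tested directly. The difference passed the threshold for 0 genes with suh-dbm (819 at an unadjusted p under 0.05), 372 with suh-dbm and dnmcidas (55 higher, 317 lower), 729 with nicd (171 higher, 558 lower), 0 with the foxa1 morpholino (815 unadjusted) and 424 for suh-dbm and dnmcidas against suh-dbm (58 higher, 366 lower). The replicate block gave 3, 929, 1882, 4 and 1105, of which 2, 385, 856, 2 and 382 were higher. For the motile cilium set the difference was -4.22 with suh-dbm and dnmcidas, -5.98 with nicd and -4.40 for the comparison of both suh-dbm groups (adjusted p 0.000244, 4.4e-05 and 0.000167, fry over 35 tests). With nicd it was -5.61 for the ionocyte set (0.000591) and -1.93 for MCC regulators (0.0468). The last lost the threshold with L and S copies summed (0.151), with every library thinned to the smallest total (0.0676), with every gene of at least 1 count (0.0563), with the replicate block (0.0559) and with the header dataset number as a term (0.0512), and kept it with RLE size factors (0.0481) and camera (0.000474).

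Treatments that share control libraries correlate without any effect, so correlations of their log2 fold changes across genes are given beside the mean of 10 simulated data sets without treatment effects. For suh-dbm and nicd, opposite manipulations of Notch, r was 0.324, 0.0989, 0.0718 and 0.175 at the 4 stages, under the simulated means of 0.449, 0.429, 0.463 and 0.523. Other pairs also lay under theirs, such as nicd and the morpholino (0.236, 0.230 and 0.258 at st16, st25 and st32, against 0.435, 0.466 and 0.515). Only suh-dbm with dnmcidas and nicd at st25 and st32 lay above. A value under the simulated mean is thus no sign of opposed effects by itself. For suh-dbm with dnmcidas and nicd, r was 0.447, 0.541 and 0.564 at st16, st25 and st32, against 0.450, 0.458 and 0.511. At these stages 902, 1139 and 721 genes were called in the same direction in both and 27, 47 and 10 in opposite directions. Under the replicate block these were 1724, 2724 and 1275 in the same direction and 239, 408 and 119 in opposite directions. The simulations gave at most 0 shared calls for this pair. They held no treatment effects, so they cannot tell whether the overlap exceeds that of unrelated treatments with strong effects. For suh-dbm and nicd 0 genes were called in both at any stage, in either direction. With the replicate block 0, 2, 81 and 59 were called in opposite directions and 0, 0, 4 and 1 in the same direction. With each treatment set against another control library, r of suh-dbm with dnmcidas and nicd was 0.382, 0.478 and 0.430. Calls shared by all 4 injected groups could not be judged without the block, since suh-dbm had at most 1 called gene at a stage, rbpj.S itself. With the replicate block suh-dbm had 138 and 81 calls at st25 and st32. There 0 genes were called in the same direction in all 4 groups. The 6 pairs at 4 stages make 24 correlations.

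The deposited result tables of the authors hold 5, 17, 327 and 106 genes with an adjusted p under 0.05 for suh-dbm at the 4 stages, and 4, 2093, 3921 and 1404 for suh-dbm with dnmcidas. They hold 70, 3303, 5160 and 3193 for nicd and 20, 33, 112 and 37 for the foxa1 morpholino. For the control steps they hold 13735, 9427 and 3233. Their shrunken log2 fold changes correlated across genes with those of the fit of all libraries at r from 0.375 for suh-dbm at st10.5 to 0.983 for the first control step.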

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

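The results below came up for a closer look because a test found that the effect of a treatment differed between st32 and st10.5. The tests of the injected transcripts' share of the counts and of the size factors were written after these results were seen. So were the settings that thin every library to the smallest total and that use the dataset number of the file headers. For the MCC regulator set, the criterion for judging the tests was also changed after the result was seen, as described below.

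The effect of suh-dbm with dnmcidas differed between the stages for 372 genes. With every library thinned to the smallest total 349 were called, with the header number as a term 432, with the injected and targeted genes left out 369 and with RLE size factors 382. Among the 14739 genes with at least 5 CPM at st10.5, 195 were called. A difference in library size, a difference that follows the header number, the injected transcripts' share of the counts, the size factors and counts near the floor at st10.5 therefore do not account for the result as a whole. What the header number marks is not stated, and it follows the experiment in most libraries, so batches of another kind were not tested here. A gene that is off at st10.5 cannot fall there, and part of the 372 may be of this kind.

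The effect of nicd differed for 729 genes. The count was 681 after thinning, 848 with the header number, 729 without the injected and targeted genes, 741 with RLE size factors and 316 among genes with at least 5 CPM at st10.5. For suh-dbm with dnmcidas against suh-dbm alone, 424 genes differed, and the same settings gave 421, 501, 425, 418 and 209. None of the technical explanations tested removed these differences. The injected mRNA declined between the stages, so a difference between them may reflect dose as well as stage. A lower dose alone would give smaller effects at st32. Called genes instead rose from 17 at st10.5 to 1844 at st32 with nicd and from 4 to 868 with suh-dbm and dnmcidas. The motile cilium means went from -0.01 to -6.00 and from -0.15 to -4.37. This argues against the falling dose as the source of effects that grew. Notch targets with nicd went from 3.86 to 2.25, and for effects that shrank no test here separates dose from stage.

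The motile cilium set had a difference of -4.22 with suh-dbm and dnmcidas, -5.98 with nicd and -4.40 for suh-dbm with dnmcidas against suh-dbm alone. With suh-dbm and dnmcidas the fry adjusted p was 0.000371 after thinning, 6.4e-05 with the header number and 0.000379 with RLE size factors. With nicd these values were 6.8e-05, 2.1e-05 and 7.6e-05, and for suh-dbm with dnmcidas against suh-dbm alone 0.000208, 6.2e-05 and 0.000379. The 15 of 32 members with at least 5 CPM at st10.5 had mean differences of -4.08, -5.44 and -4.22, and 15 of 15 were lower in each case. Library size, a difference that follows the header number, size factors and counts near the floor do not explain these differences, and batches of another kind were not tested. Controls express the set more strongly from st16 on, so a larger fall at st32 is in line with a loss of multiciliated cells that have formed by then.

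The MCC regulator set had a difference of -1.93 with nicd. Its adjusted p was 0.0676 after thinning and 0.0512 with the header number. By the criterion written before these tests were run, a loss of the threshold would have counted for a difference in library size and for one that follows the header number. The mean difference barely moved, to -1.85 and -1.88, and the criterion was changed after this was seen, so that these tests are read as undecided. The adjusted p was 0.151 with L and S copies summed (mean difference -1.71), 0.0563 with every gene of at least 1 count and 0.0559 with the replicate block. It stayed just under the threshold with RLE size factors (0.0481) and was far under it with camera (0.000474), which takes a preset correlation between genes. The 8 members with at least 5 CPM at st10.5 had a mean difference of -1.59 and 3 of them were lower, so counts near the floor could not be ruled out. The call was thus lost under most settings, though not all, and may not hold.

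The ionocyte set had a difference of -5.61 with nicd. The adjusted p was 0.000494 after thinning, 6.2e-05 with the header number and 0.000524 with RLE size factors. The 8 members with at least 5 CPM at st10.5 had a mean difference of -2.54, and 7 of them were lower. Counts near the floor at st10.5 thus likely make up a large part of the difference, and a smaller difference remains in expressed members.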

How the results depend on the processing

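The settings that thin every library to the smallest total and that add the header dataset number as a term were chosen after seeing the data. The others were fixed beforehand. A count is named here where it moved by over 1.5 times or came to or from 0, and a correlation where it changed by more than the SD of its values in the single experiments.

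The replicate block within each stage raised most counts. It gave 5, 4, 138 and 81 calls for suh-dbm at st10.5, st16, st25 and st32 (1, 1, 0 and 0 without it), 48, 3364, 5586 and 2063 for suh-dbm with dnmcidas (4, 1303, 1770 and 868), 96, 7075, 8665 and 4799 for nicd (17, 3144, 3894 and 1844), 72, 192, 123 and 153 for the foxa1 morpholino (5, 14, 9 and 4) and 43, 2384, 5410 and 2264 for suh-dbm with dnmcidas against suh-dbm (2, 1025, 1900 and 924). The later control steps had 12298 and 4160 (6923 and 455). Stage dependence had 3, 929, 1882, 4 and 1105 (0, 372, 729, 0 and 424). Of the values of single genes and sets, 9 passed the threshold only with the block and 2 only without it, and it changed no other call. Signs turned for itln1.S with suh-dbm at st16 (-0.15) and tp63.L with suh-dbm and dnmcidas at st25 (-0.0166), which lay near 0.

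DESeq2 on all libraries gave 4, 42 and 17 calls for suh-dbm at st10.5, st25 and st32. It gave 21 and 2893 for suh-dbm with dnmcidas at st10.5 and st25, 65 for nicd at st10.5, and 40, 83, 55 and 53 for the morpholino. For suh-dbm with dnmcidas against suh-dbm it gave 17 and 2961 at st10.5 and st25, and 1592 for the last control step. Stage dependence had 1, 667, 1224, 12 and 781. In simulated data it also made more false calls than edgeR (21 against 3). Of the values compared under this setting, 6 passed the threshold only with DESeq2. Signs turned for mcidas.L with suh-dbm and dnmcidas at st32 (0.114), itln1.S with suh-dbm at st10.5 (0.0677), tp63.L with suh-dbm and dnmcidas at st25 (-0.0297) and hes4.L with the morpholino at st16 (0.0034).

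The 4 libraries of a comparison alone gave 0 and 345 calls for suh-dbm with dnmcidas at st10.5 and st32, 0 and 1368 for nicd at st10.5 and st16, and 0, 0, 0 and 0 for the morpholino. For suh-dbm with dnmcidas against suh-dbm they gave 1 and 310 at st10.5 and st32, and 1140 for the last control step. Of the values compared under this setting, 10 passed the threshold only with the 4 libraries alone and 7 only in the fit of all libraries. Signs turned for itln1.S with suh-dbm at st10.5 (0.0655) and hes4.L with the morpholino at st16 (0.0152).

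RLE size factors gave 28 calls for nicd at st10.5. The median log2 fold change at st10.5 was -0.142 with suh-dbm and -0.103 with nicd under TMM. Under RLE, r was 0.355 for nicd and the morpholino at st10.5 and 0.0744 for suh-dbm and nicd at st25. Signs turned for itln1.S with suh-dbm at st10.5 (0.0363), tp63.L with suh-dbm and dnmcidas at st25 (-0.0297) and hes4.L with the morpholino at st16 (0.0034). Every gene with at least 1 count gave 1 call for suh-dbm at st25, 60 for nicd at st10.5, 16 and 13 for the morpholino at st25 and st32, 4 for suh-dbm with dnmcidas against suh-dbm at st10.5 and 860 for the last control step. Stage dependence had 1 call with suh-dbm and 1 with the morpholino.

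With the injected and targeted genes left out, suh-dbm had 0 and 0 calls at st10.5 and st16, and at st10.5 suh-dbm with dnmcidas had 0 and its comparison with suh-dbm 1. Libraries thinned to the smallest total gave 5 and 1 calls for the morpholino at st25 and st32. Signs turned for gmnc.S with suh-dbm at st10.5 (-0.11) and hes4.L with the morpholino at st16 (0.0060). The header dataset number as a term gave 1 call for suh-dbm at st25, 35 for nicd at st10.5, 8, 17 and 8 for the morpholino at st10.5, st25 and st32, and 765 for the last control step. Signs turned for gmnc.S (-0.10), foxi1.L (-0.34) and foxi1.S (-0.0167) with suh-dbm at st10.5, and for tp63.L (-0.0864), itln1.S (0.0459) and itln1.L (-0.0894) with the morpholino at st16. None of these copies was called without these settings.

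For sets, camera with a preset correlation of 0.01 called 8 tests with suh-dbm, 3 with the morpholino and 11 of stage dependence, where fry called 4, 0 and 5. Camera lost the basal set in the first control step (adjusted p 0.148). With L and S copies summed 2 set calls were lost.

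Crossed controls, which set each treatment of a pair against another control library, lowered most correlations of log2 fold changes across genes, which are not independent replicates. At st10.5 r was -0.00268 for suh-dbm and suh-dbm with dnmcidas, 0.0118 for suh-dbm and nicd, -0.0547 for suh-dbm and the morpholino, 0.00857 for suh-dbm with dnmcidas and nicd, 0.0568 for suh-dbm with dnmcidas and the morpholino, and -0.00749 for nicd and the morpholino. At st16 it was -0.0460 for suh-dbm and nicd, -0.0999 for suh-dbm and the morpholino and 0.382 for suh-dbm with dnmcidas and nicd. In the order of st10.5, the pairs had 0.0772, -0.112, 0.000583, 0.478, 0.126 and 0.0962 at st25, and 0.0565, -0.141, 0.0369, 0.430, 0.0634 and 0.00782 at st32. The positive correlation of suh-dbm and nicd thus came from their shared controls, while that of suh-dbm with dnmcidas and nicd remained from st16 on.

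Genes with a mean of at least 10 counts gave r of 0.351 for nicd and the morpholino at st10.5 and 0.494 for suh-dbm with dnmcidas and nicd at st16. At st25 they gave 0.181 for suh-dbm and suh-dbm with dnmcidas, -0.0694 for suh-dbm and nicd, 0.335 for suh-dbm and the morpholino and 0.598 for suh-dbm with dnmcidas and nicd. At st32 they gave 0.330 for suh-dbm and suh-dbm with dnmcidas and 0.0251 for suh-dbm and nicd.

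Genes called in both of a pair were counted under each setting. For suh-dbm with dnmcidas and nicd at st16, st25 and st32, the replicate block gave 1724, 2724 and 1275 in the same direction (902, 1139 and 721 without it) and 239, 408 and 119 in opposite directions (27, 47 and 10 without it). DESeq2 gave 72, 115 and 22 in opposite directions and the header dataset number as a term 48, 89 and 19. Every gene with at least 1 count gave 51 and 21 at st16 and st32. For suh-dbm and nicd, with 0 in the main fit, the replicate block gave 2, 81 and 59 in opposite directions at st16, st25 and st32 and 4 and 1 in the same direction at st25 and st32. DESeq2 gave 25 and 10 in opposite directions and 1 and 2 in the same direction at st25 and st32, and the header dataset number as a term 1 in opposite directions at st25. At st10.5 suh-dbm with dnmcidas and nicd, with 0 in the main fit, had 1 in each direction with the block and 1 in the same direction with DESeq2. DESeq2 called 1 gene in the same direction in all 4 injected groups at st32, where the main fit and the replicate block gave 0.

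The other pairs had at most 2 shared calls at a stage in the main fit. In the order of the 4 stages, the replicate block gave 1, 3, 66 and 38 in the same direction for suh-dbm and suh-dbm with dnmcidas (1, 1, 0 and 0 without it), 3, 29, 15 and 16 for suh-dbm with dnmcidas and the morpholino (0, 2, 0 and 0), 1, 55, 34 and 20 for nicd and the morpholino (0, 1, 1 and 0) and 0, 0, 1 and 0 for suh-dbm and the morpholino (0, 0, 0 and 0). In opposite directions, where the main fit gave 0, it gave 0, 0, 2 and 0, then 0, 5, 6 and 5, then 0, 9, 12 and 19, then 0, 0, 0 and 0 for these pairs. DESeq2 gave 1, 1, 21 and 11, then 1, 9, 4 and 5, then 1, 14, 8 and 4, then 0, 0, 2 and 1 in the same direction, and 0, 0, 1 and 0, then 0, 1, 0 and 3, then 0, 1, 2 and 3, then 0, 0, 0 and 0 in opposite directions. Under the remaining settings none of these counts was over 3.

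Without experiment 1, 61 values of single genes and sets moved and 147 stayed the same, and without experiment 2, 60 moved and 148 stayed. Calls cannot be counted there, since 1 library per group is left.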

Other observations

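The single-copy test and both tests of rbpj.L below were written after the values were seen. The criterion of the delay test was changed after its values were seen, so that it is read as undecided where the pairings disagree.

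The genes changed after foxa1 morpholino injection could come from unspecific effects of morpholinos. The foxa1 copies were low in controls at st10.5 (0.529 and 0.924 CPM), so the calls of that stage may not reflect a loss of Foxa1. The lowest fry adjusted p over the 4 stages was 0.968 for a set of p53 response genes and 0.968 for a set of innate immune response genes, which cannot tell whether weak responses took place. A delay in development would turn the effect of the morpholino against the change of the controls over time. At st16 the correlation across genes, which are not independent replicates, between the effect in 1 experiment and the control step in the other was 0.103 for the effect in experiment 1 and -0.306 for that in experiment 2. At st25 these were 0.0292 and -0.248, and at st32 -0.0225 and -0.224. The experiments disagree, so the test is undecided, and a delay in experiment 2 alone stays open. At st16 the same correlations were -0.45 and -0.32 for nicd and -0.40 and -0.30 for suh-dbm with dnmcidas. At st25 they were -0.32 and -0.23 for nicd and -0.27 and -0.23 for suh-dbm with dnmcidas. Both pairings were negative there, as a delay would give, and so would a loss of genes that rise in controls. From st10.5 to st16 ionocyte genes rose by 4.51 in controls, yet they were higher by 0.98 at st16 with suh-dbm and dnmcidas. MCC regulators moved by -2.09 in controls from st16 to st25. At st25 they were lower by -2.74 with nicd and -2.82 with suh-dbm and dnmcidas. These values argue against a delay alone for these sets. For other genes it stays open, and the lower motile cilium genes at st16 would go with it. With suh-dbm alone the signs also split, at 0.16 and -0.073 at st16 and 0.14 and -0.030 at st25. Its negative values were smaller in size than those of the morpholino (-0.306 and -0.248). A split in sign is thus not particular to the morpholino, but the stronger negative values in experiment 2 were not seen with suh-dbm alone. Of the other copies of genes called at st16 after the morpholino, 5 of 5 moved in the same direction as the called copy (100%, interval 47.8 to 100), against 82.8% for nicd and 88.4% for suh-dbm with dnmcidas. With 5 copies this cannot tell changes in a single copy from changes in both.

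The higher rbpj.L counts with suh-dbm at st10.5 may stem from reads of the injected rbpj.S transcript counted for the other copy. In that case rbpj.L could also be higher at st16, where rbpj.S was still high, but the lower adjusted p of rbpj.L of the suh-dbm groups was 0.772 there. The excess of rbpj.L at st10.5 was 0.0602% of that of rbpj.S in experiment 1 and 0.0665% in experiment 2, and 0.0714% and 0.0471% with suh-dbm and dnmcidas. Such a share would be too small to see at st16, where it was -0.430% and 0.0600% with suh-dbm and 0.452% and 0.250% with suh-dbm and dnmcidas. The test is undecided.

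At st25 rbpj.L was also higher with suh-dbm and dnmcidas, at 29.4 and 24.8 CPM against 10.8 and 13.2 in controls (log2 fold change 0.92 ± 0.33, edgeR adjusted p 0.117, and 0.00348 with the replicate block). This excess was 25.03% and 3.16% of that of rbpj.S, so reads of the injected transcript, at the shares of st10.5, do not account for it. With suh-dbm alone rbpj.L was at 12.3 and 13.2 CPM at st25. The rise at st25 thus does not settle what raised rbpj.L at st10.5.

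The level of rbpj.S with suh-dbm differed between the experiments at st25 (35.7 CPM in experiment 1 and 366 CPM in experiment 2) and at st32 (6.66 and 128 CPM). With suh-dbm and dnmcidas it was 80.2 and 372 CPM at st25 and 9.13 and 133 CPM at st32. The notch1.S level with nicd was 424 and 792 CPM at st25 and 94.9 and 379 CPM at st32, and 18803 and 9964 CPM at st10.5. No test of these differences was made.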
